A study of Brassica rapa subsp. pekinensis with 2 samples. Its data were reported in "Whole-transcriptome analysis and construction of an anther development-related ceRNA network in Chinese cabbage (Brassica campestris L. ssp. pekinensis)" (2022).

How the data were processed

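RNA of Chinese cabbage (Brassica rapa) was measured in 2 whole-transcriptome libraries, 1 from anthers (Ant) and 1 from root, stem and leaf (Mix). Each group held 1 library, so no difference between the groups had a replicate behind it. By the paper's methods, Ant pooled anthers of different stages from flowering plants that had been vernalized. Mix came from whole seedlings, for which no vernalization is stated. Organ is therefore confounded with plant age and vernalization. No p-value was computed for the linear transcripts. A Fisher exact test across circRNAs and their host genes compared sets within these 2 libraries.

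The authors trimmed the reads with Cutadapt, removed ribosomal RNA, and mapped the reads to the Brassica rapa v3.0 genome with Bowtie2 and TopHat2. They assembled transcripts with StringTie. For transcript levels the paper's methods name StringTie and Ballgown, whereas its results name Cuffdiff, so the source of the FPKM is uncertain. The deposited FPKM value (fragments scaled to transcript length and to a library total) of each transcript was used as given. The deposited estimated counts were whole numbers proportional to FPKM times transcript length: for transcripts with over 1000 counts, the ratio of count to FPKM and kilobase varied by 0.0982% in Ant and by 0.0988% in Mix. They were therefore derived from coverage rather than counted read by read, and 1 estimated count was worth less than 1 read, since their sums exceeded the valid reads the study states. The strand setting of the authors' counting was not stated, so levels of overlapping and antisense transcripts are uncertain, as are those of near-identical gene copies. No strand was given for 1694 transcripts.

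For circRNAs the authors searched the reads left unmapped by TopHat2 with tophat-fusion and CIRCexplorer, and kept a circRNA from 1 back-spliced junction read. The deposited counts were these junction reads. The deposited SRPBM signal was the junction reads scaled to a library total, and 1 junction read was worth 17.5 SRPBM in Ant and 13.2 in Mix. These values implied totals of 57111600 reads in Ant and 75765450 in Mix. Both totals were lower than the valid reads the study states, and in another proportion, so the depth behind SRPBM is uncertain.

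The depth of the linear table was 216371346 estimated counts in Ant and 190816341 in Mix, over the same 50834 transcripts. The library totals implied by FPKM, count and length were 231996227 and 230670651, of which the table held 93.3% in Ant and 82.7% in Mix. The floor for a transcript was set at 6 estimated counts, above the usual 3 since a count was worth less than 1 read; that choice was made after the values were seen. A fold against a library at or under the floor was computed against the floor and is a lower bound. The floor for a circRNA was 3 junction reads. Intervals given for shares are 95% Wilson confidence intervals, and those given for medians are 95% binomial order-statistic intervals. Floors cover counting error only, and reads amplified by PCR are not independent molecules. Intervals treat the transcripts, genes, circRNAs or reads that were counted as independent draws. They ignore isoforms of the same gene and hold no variation between plants.

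Transcripts that matched the reference annotation (class code =) were treated as mRNA. No column marked lncRNAs, so assembled transcripts of class codes i, j, o, u and x of at least 200 nt were used in their place and are called unannotated transcripts. Class j transcripts share a splice junction with a reference gene, and class u transcripts are intergenic. Their coding potential was not assessed here. Ratios were log2((FPKM Ant + 1)/(FPKM Mix + 1)), a scale that understates the change of low transcripts. Transcripts with FPKM of at least 1 in either library entered the counts, with a cutoff of 2 on the absolute log2 ratio for mRNA and of 1 for unannotated transcripts. These cutoffs follow the study, which also required a p-value that was not applied here. The filter used the deposited FPKM under every scaling.

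Total junction reads were compared by a two-sided exact binomial test against the relative depth implied by SRPBM. Each circRNA was tested by a two-sided Fisher exact test of its junction reads against the rest of that depth, with Benjamini-Hochberg adjustment over 168 circRNAs. Log2 ratios of circRNAs had 0.5 reads added in each library. Both tests compare the 2 libraries, not the tissues. Host genes were matched to the linear table by name: 167 of the 168 circRNAs had a host there, and host level was the FPKM summed over the reference transcript and the class j isoforms of the gene.

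For 5 gene lists named by the study and 16 annotation terms carried by the linear table, the median log2 ratio of the members passing the filter was set among 10000 random lists of the same size, matched on mean expression in 20 bins. The study chose these genes and terms on these libraries, so they are not independent evidence; ribosome was added as a term the study did not name. Unannotated transcripts were paired with the nearest mRNA passing the filter within 100 kb, and the share of pairs changing in the same direction was compared with 1000 shuffles of the mRNA ratios within expression bins.

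The named genes were fixed by rule before the data were examined: the 5 mRNA transcripts with the largest and the 5 with the smallest log2 ratio, the 3 largest and 3 smallest for unannotated transcripts, the 5 circRNAs with the smallest Fisher p in each direction, and the 6 genes of the anther-predominant list. Ties were broken by position in the table.

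The alternatives tried were pseudocounts of 0.1 and 0.01, no filter, a filter at FPKM 5, FPKM rescaled to equal sums, ratios centred on the median transcript, FPKM summed per gene, class u transcripts alone, FPKM of at least 1 for the comparison of structure, minimums of 2 and 5 junction reads, equal depth, omission of the 5 most abundant circRNAs, all other junction reads as the denominator, an edgeR exact test with an assumed biological coefficient of variation of 0.4, and pairing within 10 kb. Added after the data were seen were FPKM recomputed on library totals without a 500 kb window of chromosome A06, class u alone for the counts of calls, depth taken from counts outside that window or from the valid reads stated by the study, omission of the most abundant circRNA, alone and together with each of the other depths, centring for the direction comparisons, and the host reference transcript alone. The authors' p-values were not analysed here.

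The scripts were tested on simulated data. The Fisher test recovered 20 of 20 changed circRNAs among 168 and called 0 unchanged ones. Each changed circRNA was given more reads than any circRNA of the data except circRNA114, whereas 85 had 1 read. The recovery therefore does not hold for circRNAs with few reads. Of 200 transcripts changed among 10320, the fold-change rule recovered 176 as deposited and 103 after centring, with 0 unchanged transcripts called. The list percentile put 6 of 100 unshifted lists outside the central 95% and found all 100 shifted lists. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, R 4.3.3 with edgeR 4.0.16, and matplotlib 3.10.9. Coordinates are those of the authors' tables, on Brassica rapa v3.0. Gene descriptions are those of the tables, and the miRNA data of the study were not analysed here.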

Results

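To describe the RNA of anthers against that of vegetative organs in Chinese cabbage, the linear and circular transcripts of 1 anther library (Ant) and 1 library of root, stem and leaf (Mix) were compared. The linear table held 50834 transcripts, of which 34213 matched the reference annotation and 15559 were unannotated transcripts of at least 200 nt. The estimated counts summed to 216371346 in Ant and 190816341 in Mix. FPKM was above 0 for 46697 transcripts in Ant and for 41874 in Mix. The circRNA table held 168 circRNAs, with 304 back-spliced junction reads in Ant and 184 in Mix. There were no replicates, so each difference below is a difference between 2 libraries.

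The counts were spread unevenly along the genome in Mix. The 500 kb window from 15000001 to 15500000 of chromosome A06 (Brassica rapa v3.0), singled out after the values were seen, took 107202691 estimated counts in Mix, or 56.2% of that library. The same window took 4480190 counts in Ant, or 2.07%. The next window took 1.24% of the counts in Mix. Of the 33 transcripts in the window, 8 took 98.6% of its Mix counts, and all 8 were assembled transcripts. The span of the largest overlapped those of all the others, some of which did not overlap each other. The division of counts between these 8 is therefore uncertain. The largest was MSTRG.16993.1 (A06, 15293199 to 15393380, 6 exons), with FPKM 3063 in Mix and 77.2 in Ant. The window held 12 reference transcripts, among them BraA06g023060.3C (15356860 to 15357105), described as an ATP synthase CF0 subunit, and BraA06g023070.3C (15358924 to 15360447), described as the chloroplast atpA product. FPKM was 6565 in Mix and 596 in Ant for the former, and 804 in Mix and 280 in Ant for the latter. Outside the window 211891156 counts remained in Ant and 83613650 in Mix.

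**Figure D1:**
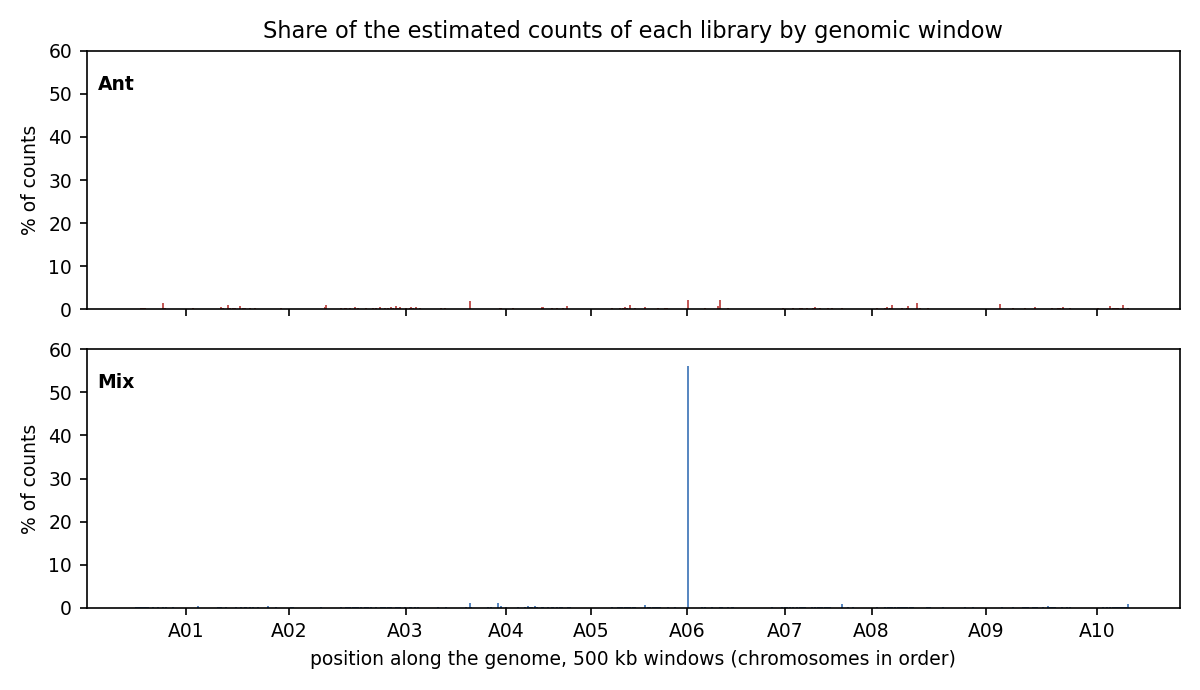
Share of the estimated counts of each library (%, y axis, linear) in 500 kb windows along the genome (x axis, chromosomes in order), for Ant (top) and Mix (bottom). A single window of chromosome A06 holds 56.2% of the counts in Mix and 2.07% in Ant.

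FPKM is relative to the library total, and the ratios of the 2 libraries were not centred on 0. Over the 17562 transcripts with FPKM of at least 1 in both libraries, the median log2 ratio of Ant to Mix was 0.54. It was -0.16 when FPKM was recomputed on totals without the A06 window, and -0.27 when FPKM was rescaled to the same sum. Log2 ratios of single transcripts below are as deposited, so 0.54 is to be taken from each for its change relative to the median transcript.

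To find mRNAs that differed between anther and vegetative organs, the 19909 mRNA transcripts with FPKM of at least 1 in either library were compared. The log2 ratio was above 2 for 4229 transcripts and below -2 for 1888, so 69.1% (95% Wilson interval 68.0 to 70.3%) of the transcripts past the cutoff were higher in Ant. This split depended on the scaling. After centring on the median transcript, 3029 transcripts were higher and 2925 lower, or 50.9% higher. Without the A06 window, 3240 were higher and 3429 lower. The alternative that moved the number of lower transcripts most was a pseudocount of 0.01, with 6624 higher and 3631 lower. Mix was at or under the floor of 6 estimated counts for 1314 of the 4229 higher transcripts, and Ant was for 413 of the 1888 lower ones.

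**Figure D2:**
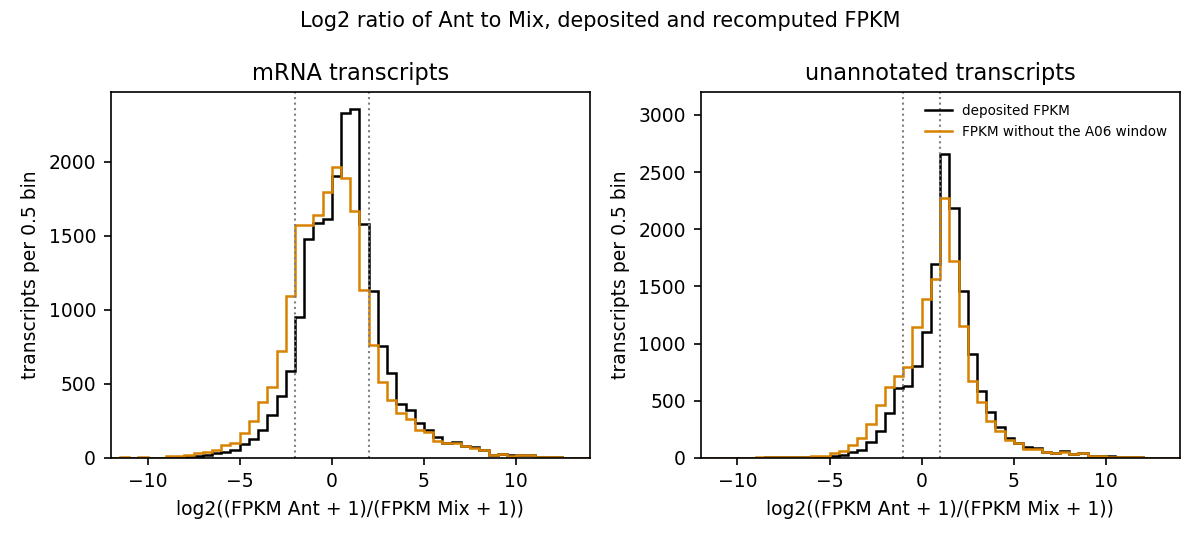
Number of transcripts per bin of 0.5 (y axis) against the log2 ratio of FPKM + 1 in Ant to Mix (x axis), for mRNA transcripts (left) and unannotated transcripts (right) with FPKM of at least 1 in either library. Black lines show deposited FPKM, orange lines FPKM recomputed without the A06 window, and dotted lines the cutoffs of 2 and 1; recomputing shifts both distributions to the left, and the median of transcripts with FPKM of at least 1 in both libraries moves from 0.54 to -0.16.

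The mRNA transcript with the largest log2 ratio was BraA01g015410.3C (A01, 8186753 to 8187844, 2 exons), described as an uncharacterized protein. Its FPKM was 21447 in Ant and it was listed at 0 in Mix, which made it at least 455145-fold higher in Ant, or at least 248416-fold without the A06 window. BraA09g034610.3C (A09, 27216771 to 27218486) and BraA09g003580.3C (A09, 2202250 to 2204112), both described as DAN4 cell wall proteins, had FPKM of 8458 and 7612 in Ant against 0.024 and 0 in Mix. The descriptions of this pair are alike, so the division of reads between them is uncertain. The other 2 were BraA09g005520.3C and BraA06g036460.3C, which are also on the list of anther-predominant genes below.

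The smallest log2 ratio was -10.89, for BraA01g028300.3C (A01, 18531289 to 18531477, 1 exon), described as part of the chloroplast gene for the ribulose-bisphosphate carboxylase large subunit. Its FPKM was 0.23 in Ant and 2325 in Mix. Small chains of the same enzyme followed. BraA04g010950.3C (A04, 8654619 to 8655432) had FPKM 2.32 in Ant and 5004 in Mix, and BraA04g010970.3C (A04, 8662800 to 8663601) had 1.86 and 3280. The chlorophyll a-b binding proteins BraA09g035160.3C (A09, 27830055 to 27830858) and BraA07g010780.3C (A07, 10634429 to 10635232) had FPKM of 0.072 and 0.23 in Ant against 1391 and 894 in Mix. These belong to families of similar copies, so the level of each member is uncertain. The 10 named mRNA transcripts kept their direction under every pseudocount and scaling tried.

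The study examined 6 genes as predominant in anthers. In Ant, FPKM was 6011 for BraA09g005520.3C (A09, 3249874 to 3250110), 1686 for BraA01g044980.3C (A01, 29589621 to 29590007), 6151 for BraA06g036460.3C (A06, 24496854 to 24497389), 123 for BraA05g041890.3C (A05, 28077821 to 28078072), 99.98 for BraA04g030880.3C (A04, 21112399 to 21113336) and 360 for BraA02g023130.3C (A02, 13558302 to 13561755). In Mix, BraA06g036460.3C had FPKM 0.089 and 10 estimated counts, and the other 5 were listed at 0. Against the floor these 5 were at least 1188-fold to at least 54769-fold higher in Ant, or at least 648-fold to at least 29893-fold without the A06 window.

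Genes that the study assigned to steps of anther development did not all change in the same direction. For 8 tapetum genes, 5 of them above 0, the median log2 ratio was 2.70 (95% interval -2.75 to 4.57). It lay at percentile 99.7 of matched random lists, whose median was 0.60. For 8 pollen wall genes, 6 of them above 0, the median was 4.07 (-2.87 to 8.50), at percentile 99.97. For 12 anther dehiscence genes it was 0.13 (-2.01 to 3.73), with 6 above 0 and 6 below, at percentile 27.8. This median became -0.41 after centring and -0.19 without the A06 window, and it was 0.72 with the 6 members at the floor set to their bound. A bound carried no pseudocount, unlike the ratios of the other members. A median with bounds therefore mixes scales, and its shift cannot be put down to the floor alone. Setting members at the floor to their bound left the medians of the tapetum and pollen wall genes at 2.70 and 4.07. The 6 anther-predominant genes had a median of 9.61 (6.66 to 12.6), or 13.4 at the bound, at percentile 100. The single microsporogenesis gene, BraA06g035480.3C (A06, 23949785 to 23951014), had FPKM 168 in Ant and 3.49 in Mix, and its log2 ratio of 5.24 lay at percentile 91.2. In all, 3 of the 4 lists of more than 1 gene lay outside the central 95% of random lists. The intervals of the tapetum, pollen wall and anther dehiscence medians included 0. With 6 or 8 genes such an interval runs from the lowest to the highest member. For the tapetum and pollen wall genes it shows only that members differed in sign.

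Among the annotation terms, photosynthesis (83 transcripts) had a median log2 ratio of -4.55 and the antenna proteins (29 transcripts) of -6.74. Glucosinolate biosynthesis (34) was at -1.93 and lipid transport (104) at -1.05. Plant-type cell wall (339) was at -0.62, carbohydrate binding (151) at -0.47, phenylpropanoid biosynthesis (269) at -0.24 and cell wall modification (73) at -0.16. These 8 lay below the central 95% of matched random lists, as did ribosome (573 transcripts, median -0.31), the term that the study did not name. Not all of these terms changed in 1 direction. For phenylpropanoid biosynthesis the interval of the median was -0.80 to 0.34, with 66 transcripts above 2 and 65 below -2. For cell wall modification it was -1.22 to 1.996, with 27 above 2 and 16 below -2. Pollen tube growth (94) had the highest median, 2.56, followed by cutin, suberine and wax biosynthesis (63) at 1.28, pentose and glucuronate interconversions (247) at 1.07 and glycerolipid metabolism (219) at 1.05. These 4 lay above the central 95%. Glycerophospholipid metabolism (189) at 0.92, alpha-linolenic acid metabolism (84) at 0.90, and amino sugar and nucleotide sugar metabolism (296) at 0.45 lay within it. Glycerophospholipid and alpha-linolenic acid metabolism rose above the central 95% with a pseudocount of 0.1, to percentiles 99.6 and 98.5, and without the A06 window, to 99.7 and 98.2. With members at the floor set to their bound, the largest changes in a median were from -1.05 to -1.41 for lipid transport and from -1.93 to -2.28 for glucosinolate biosynthesis. These bounds also carried no pseudocount. The direction of the median flipped under centring and without the A06 window for amino sugar and nucleotide sugar metabolism alone.

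To see how transcripts outside the annotation differed, the 15047 unannotated transcripts with FPKM of at least 1 in either library were compared. The log2 ratio was above 1 for 9235 and below -1 for 1586, so 85.3% (84.7 to 86.0%) of those past the cutoff were higher in Ant. After centring, 6407 were higher and 2274 lower, or 73.8% higher. The intergenic transcripts alone gave 2467 higher and 223 lower, the largest move among the alternatives. MSTRG.13514.1 (A05, 7200624 to 7201218, intergenic, 2 exons) had the largest log2 ratio, with FPKM 7141 in Ant and listed at 0 in Mix. MSTRG.17904.1 (A06, 24694572 to 24696781) and MSTRG.28297.1 (A10, 761405 to 762930), both isoforms of reference genes, had FPKM 6810 and 3646 in Ant and were listed at 0 in Mix. The lowest ratio was that of MSTRG.16973.5 (A06, 15368438 to 15393343), which lies in the A06 window and overlaps other transcripts of it. It was listed at 0 in Ant and had FPKM 13289 in Mix. The intergenic MSTRG.11236.1 (A04, 9875971 to 9877488) was listed at 0 in Ant and had FPKM 1801 in Mix, and MSTRG.15288.1 (A05, 27493599 to 27497714), an isoform of a reference gene, had 0.071 and 1089.

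The structure of the unannotated transcripts depended on their class. Their median length was 1352 nt (1336 to 1369) against 1038 nt (1032 to 1047) for mRNA, a ratio of 1.30, and their median number of exons was 5 against 4. The ratio was 0.63 for the 3276 intergenic transcripts alone, whose median length was 653 nt (627 to 671) and median exon number 2. Of these, 72.5% had at most 2 exons and 28.1% were longer than 1000 nt, against 36.1% and 52.3% of mRNA transcripts. The median FPKM in Ant was 3.83 (3.75 to 3.92) for unannotated transcripts and 0.88 (0.84 to 0.91) for mRNA. In Mix it was 0.94 (0.89 to 0.98) and 0.57 (0.55 to 0.60). The order was the opposite among transcripts with FPKM of at least 1 in either library. There the median in Ant was 4.02 (3.93 to 4.11) for unannotated transcripts and 4.37 (4.22 to 4.54) for mRNA, and in Mix it was 1.03 (0.99 to 1.07) and 2.46 (2.39 to 2.54). For all intergenic transcripts it was 2.79 (2.69 to 2.91) in Ant and 0.0081 (0 to 0.024) in Mix.

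The study paired lncRNAs with mRNAs within 100 kb. Of 15010 unannotated transcripts with an mRNA in that distance, 63.2% (62.4 to 63.97%) changed in the direction of the nearest one. In 1000 shuffles the share ranged from 55.7 to 59.1%. For intergenic transcripts alone the share was 59.7%, within the range of its shuffles of 55.2 to 63.0%, so no excess was detectable for them. Centring on the median transcript lowered the share over all classes to 57.3%, against 49.0 to 52.4% in shuffles.

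To compare circular RNAs, circRNAs were counted from 1 junction read. There were 65 in Ant and 106 in Mix, of which 62 occurred in Ant only, 103 in Mix only and 3 in both. Of the 168, 164 were exonic, or 97.6% (94.0 to 99.1%), and 4 were intronic. Detection rested on few reads. At 2 junction reads or more, 42 circRNAs remained in Ant and 44 in Mix, and at 5 or more, 13 and 4. A circRNA without a read in a library could have held up to 52.5 SRPBM in Ant or 39.6 SRPBM in Mix, the value of 3 reads.

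**Figure D3:**
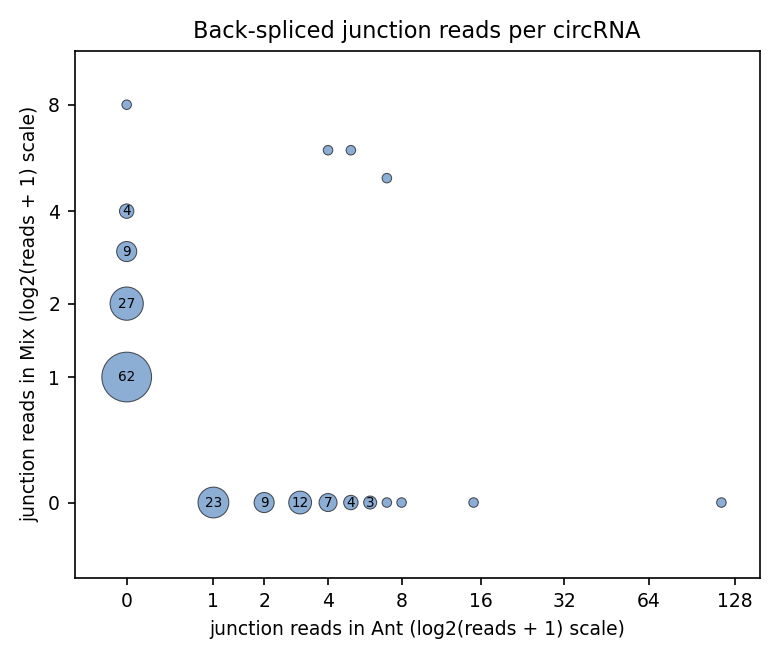
Junction reads of each circRNA in Ant (x axis) and Mix (y axis), both on a log2(reads + 1) scale; the area of a point grows with the number of circRNAs it stands for, which is printed where it is above 1. The points lie on the axes except for 3 circRNAs with at least 4 reads in both libraries.

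Relative to the depth implied by SRPBM, junction reads were 2.19 times as frequent in Ant as in Mix (two-sided exact binomial test of the 2 libraries, p = 1.12e-17). That depth was 0.754 times as large in Ant as in Mix, whereas the valid reads stated for the libraries had a ratio of 0.977. With the valid reads as the depth the ratio of junction reads was 1.69 (exact p = 1.28e-08), and with equal depth 1.65 (exact p = 6.19e-08). The single circRNA114 supplied 115 of the 304 reads in Ant, or 37.8% (32.6 to 43.4%). At the depth implied by SRPBM the ratio was 1.36 without it (exact p = 0.00286) and 1.26 without the 5 most abundant circRNAs (exact p = 0.0436). Without circRNA114 no difference was detectable with the valid reads as the depth, at a ratio of 1.05 (exact p = 0.641), or with equal depth, at 1.03 (exact p = 0.836). With the depth taken from the estimated counts outside the A06 window, the direction was the opposite, with a ratio of 0.652 (exact p = 7.20e-06), or 0.405 without circRNA114 as well (exact p = 1.17e-17).

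At a Benjamini-Hochberg adjusted p under 0.05, 2 of the 168 circRNAs differed between the libraries by Fisher's exact test, both with reads in Ant only. circRNA114 (A09, 41289653 to 41290063, 1 exon of BraA09g058100.3C, described as a U-box protein) had 115 reads in Ant and 0 in Mix (adjusted exact p = 1.13e-40) and was at least 50.9-fold higher in Ant, or at least 15.1-fold with the depth outside the A06 window. circRNA118 (A10, 18286731 to 18286996, 1 exon of BraA10g028090.3C, described as a Mediator subunit) had 15 reads and 0 (adjusted exact p = 0.000265), at least 6.63-fold higher, or at least 1.97-fold with that depth. Its adjusted p ranged from 2.37e-05 to 0.218 over the alternatives of the exact tests, with the highest value at the depth outside the A06 window. The next 3 had 8, 7 and 6 reads in Ant and 0 in Mix, with adjusted exact p of 0.0652, 0.114 and 0.151: circRNA160 (A05, 3301304 to 3302425, BraA05g006510.3C), circRNA146 (A06, 24482353 to 24482714, BraA06g036400.3C) and circRNA134 (A01, 4128708 to 4129484, BraA01g008440.3C). Among the circRNAs with at least 5 reads their adjusted exact p was 0.00582, 0.0102 and 0.0135, and under the other alternatives it lay between 0.422 and 1. In the other direction, circRNA99 (A05, 11360140 to 11360598, BraA05g018360.3C) had 8 reads in Mix and 0 in Ant (adjusted exact p = 0.205). Its adjusted exact p was 0.00345 with the depth outside the A06 window, 0.0312 with all other junction reads as the denominator and 0.0183 among the circRNAs with at least 5 reads, and its adjusted p was 1 with the edgeR exact test. It was followed by circRNA35 (A02, 7718960 to 7719196), circRNA51 (A03, 18831218 to 18831464), circRNA54 (A03, 20784969 to 20786000) and circRNA88 (A04, 5315478 to 5316947), each with 4 reads in Mix and 0 in Ant (adjusted exact p = 0.671). Without adjustment, 19 circRNAs had p of at most 0.05 and an absolute log2 ratio above 1, 18 of them higher in Ant. That number was 9 with all other junction reads as the denominator, 4 of them higher in Ant, and 17 with the depth outside the A06 window, of which 2 were higher. Against 0 reads in the other library, the unadjusted cutoff needed 4 reads in Ant or 6 in Mix. The 3 shared circRNAs, named because they were so few, were circRNA102 (5 reads in Ant, 6 in Mix), circRNA23 (4 and 6) and circRNA62 (7 and 5), and none of them differed (adjusted exact p of 1, 1 and 0.824).

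The 167 circRNAs with a host gene in the linear table changed in the direction of the host in 54.5% of cases (46.9 to 61.9%), where 45.1% would follow from the shares of each direction alone. The host was higher in Ant for 52 of 63 circRNAs higher in Ant and for 65 of 104 higher in Mix. The share was 80.0% for the 15 circRNAs with at least 5 reads, with 72.0% following from the shares of each direction.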

Values the study reported

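The study reported 33,821 mRNAs and 2384 lncRNAs. It called 5177 mRNAs upregulated and 3878 downregulated in the anther, and 1230 lncRNAs upregulated and 114 downregulated. For circRNAs it gave 106 in the anther library and 65 in the Mix library, more than 97% of them made of exons only. It counted 165 circRNAs as differentially expressed, of which 62 were upregulated and 103 downregulated.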

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

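The test in this part was chosen after its result was seen. Signal was present in assembled transcripts that no comparison above used, those of class codes c, e, p and s (mostly single-exon pieces that reach into an intron or lie just beyond a reference gene). The 1062 transcripts held 2.75% of the estimated counts in Mix and 1.99% in Ant, far above what the floor of 6 counts allows. Outside the A06 window their share was 6.28% in Mix and 2.04% in Ant. A few transcripts taking most of the counts is a possible explanation of the higher share in Mix: the 5 most abundant of the class held 73.5% of its Mix counts. In Ant, the 5 most abundant there held 47.4%. The highest in Mix was MSTRG.21620.1 (A08, 2502431 to 2502749), a 319 nt transcript assigned to BraA08g003440.3C, with FPKM 19776 in Mix and 6849 in Ant. What these short transcripts are was not tested, and a difference between the tissues stays open as an untested explanation.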

How the results depend on the processing

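Of 71 recomputed values for the main comparisons, 36 stayed near the value reported, 27 moved, 2 were no longer past the threshold and 6 reversed. Some of the values that stayed could not have moved, such as the counts without a filter. Where no cause is given, the cause was not tested.

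For mRNA, a pseudocount of 0.1 gave 6397 transcripts higher and 3481 lower in Ant, and one of 0.01 gave 6624 and 3631; a smaller pseudocount lets transcripts with a low value in the other library pass. Rescaling to the same sum gave 2782 higher and 3175 lower. Centring gave 2925 lower, and FPKM without the A06 window, an alternative chosen after the data were seen, gave 3429 lower. A filter at FPKM 5 and sums per gene kept both counts within 1.5 times. Omitting the filter cannot change a count, since a ratio past the cutoff needs an FPKM above that filter at a pseudocount of 1.

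For unannotated transcripts, a filter at FPKM 5 left 5023 higher and 790 lower, since fewer transcripts were tested. Rescaling gave 2614 lower and the omission of the A06 window 2540 lower. Intergenic transcripts alone, also chosen afterwards for these counts, gave 2467 higher and 223 lower, from fewer transcripts. More were higher than lower under all of these. The length ratio to mRNA reversed to 0.629 for intergenic transcripts. The median FPKM of unannotated transcripts relative to mRNA was 4.36 in Ant and 1.64 in Mix, and with FPKM of at least 1 in either library it reversed to 0.919 and 0.420. That filter left 19909 of 34213 mRNA transcripts and 15047 of 15559 unannotated ones. For intergenic transcripts alone the ratio was 3.18 in Ant and reversed to 0.0142 in Mix. The share that changed with the nearest mRNA was 64.5% within 10 kb, 59.7% for intergenic transcripts and 57.3% after centring.

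The median of the anther dehiscence genes reversed to -0.41 after centring and to -0.19 without the A06 window, and that of amino sugar and nucleotide sugar metabolism to -0.084 and -0.20. The number of gene lists and of terms outside the central 95% of random lists stayed within 1.5 times with a pseudocount of 0.1 and without the A06 window. Centring cannot change a percentile. The other alternatives were not run on the lists and terms.

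The depth of the circRNA data limits most of its results. With at least 2 reads, 42 circRNAs were detected in Ant and 44 in Mix, and with at least 5, 13 and 4, so that the order of the libraries depended on the minimum. The ratio of junction reads reversed to 0.652 with depth from the counts outside the A06 window, and to 0.405 at that depth without circRNA114, a pair of choices made after the data were seen. Without circRNA114 it fell to 1.05 with the valid reads as the depth and to 1.03 with equal depth, neither of them distinguishable from 1, also chosen afterwards. Under the other 4 alternatives it stayed above 1 with p under 0.05. The number of circRNAs that differed after adjustment was 12 among the circRNAs with at least 5 reads, of which fewer were tested, and 1, circRNA114, with the edgeR exact test. With the depth outside the A06 window it was 2 again, but circRNA99 took the place of circRNA118. At the unadjusted cutoff there were 9 with all other junction reads as the denominator and 8 with edgeR. The log2 ratios of the shared circRNA102 and circRNA62 reversed to -1.58 and -0.89 with depth outside the A06 window, and to -0.97 and -0.28 with all other junction reads. The share of circRNAs that changed with their host was 80.0% with at least 5 reads, from fewer circRNAs.

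Among 207 recomputed values of single transcripts, circRNAs, lists and terms, 136 stayed near the value reported, 55 moved, 2 lost and 6 gained a call, and 8 reversed, all of the latter named above. The planned use of the authors' p-values was not run, and the lists were not rescaled to equal sums.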

Other observations

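Except for the tests of plastid RNA in the A06 window and of intergenic transcripts beside mRNAs, the tests in this part were chosen after the results were seen.

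More mRNA transcripts were higher than lower in Ant. A candidate explanation is that the A06 window took Mix reads and lowered every other FPKM in Mix. With FPKM recomputed without the window, 48.6% of the calls were higher, against 69.1% as deposited, but 1 factor for each library moves the split this way by construction. Rescaling to equal sums (46.7%) and centring (50.9%) did the same without regard to the window, so the effect of the window and a real excess of transcripts higher in Ant cannot be told apart, because FPKM is relative to the library total. There were calls in each direction under all of these. Among genes with an assembled isoform, the tables argue against reads moved between isoforms as the cause of all calls. On the FPKM summed over the isoforms, 89.8% of 836 higher calls were kept (95% Wilson interval 87.6 to 91.7%), where 32.7% of the 3699 such transcripts had a sum past that cutoff. Of 334 lower calls 51.2% were kept (45.9 to 56.5%), against 6.41%. The other 163 lower calls were lost, and for 63 of them the gene sum was higher in Ant. For these 163 a change of isoform between the tissues and a different division of reads between isoforms cannot be told apart, because both give the same FPKM.

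What the A06 window holds was not settled. More plastid RNA in green tissue might fill such a window through reads of the plastid itself. The tag (chloroplast) stood in the description of 2 of its reference transcripts, and both lay below the median transcript at 0.54. Descriptions with the word chloroplastic were not counted as tagged. In the window that left out BraA06g022900.3C, with FPKM 4.21 in Ant and 95.1 in Mix. BraA06g023070.3C (atpA) had a log2 ratio of -1.52, and BraA06g023050.3C (15344993 to 15347326, RNA polymerase beta subunit) had 0.38, with FPKM 18.0 in Ant and 13.6 in Mix. Without such a tag, BraA06g023040.3C (15335738 to 15338168), described as like photosystem II CP43, had FPKM 1.02 in Ant and 56.1 in Mix, and BraA06g023060.3C, the ATP synthase CF0 subunit, had 596 and 6565. These go with that explanation to different degrees. Outside the window 1 tagged transcript passed FPKM 1, BraA01g028300.3C, with a log2 ratio of -10.89. So few transcripts, with those in the window overlapped by assembled ones, leave this open, and plastid RNA and other RNA of the window cannot be told apart without the sequence. Both transcripts described as mitochondrial stayed below FPKM 1.

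The intergenic transcripts included 1626 listed at 0 in Mix, against 52 listed at 0 in Ant. Lower depth in Mix outside the A06 window cannot alone give this: scaled to that depth, by a factor of 0.395, the Ant count was above the floor of 6 for 100% of them (99.8 to 100%), with a median of 165. The authors' assembly and filtering, and a difference between the tissues, stay open and were not tested.

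The excess of unannotated transcripts that change with the nearest mRNA may reflect isoforms of the same gene. For intergenic transcripts, which share no gene with the mRNA, the share was 59.7% and lay at percentile 75.6 of the shuffles, whereas over all classes it exceeded each of the 1000 shuffles.

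Few circRNAs were shared by the libraries. Dividing the reads of each circRNA at 1 common rate gave 57.1 shared circRNAs on average in 10000 simulations (central 95%, 50 to 65), against 3 observed. Counting noise of low, independent reads is therefore unlikely to be the cause. Dividing the reads by the FPKM of the host in each library gave 36.9 (30 to 44), which argues against host transcription as the whole cause. Both simulations treated reads as independent, so they do not cover reads copied by PCR from 1 molecule. Of 103 circRNAs of Mix only whose host was in the linear table, 93.2% (86.6 to 96.7%) had a host with FPKM of at least 1 in Ant. Of 61 circRNAs of Ant only, fewer, 60.7% (48.1 to 71.9%), had such a host in Mix. For the 31 circRNAs whose host was below FPKM 1 in the other library, 24 of them of Ant only, transcription of the host stays open as a cause. No circRNA with at most 3 reads in a library had a read in the other one, and the shared circRNAs had at least 4 reads in each. Reads copied by PCR, a rule in the authors' calling or merging of circRNAs, and tissue-specific circularization stay open and were not tested.

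The higher frequency of junction reads in Ant may or may not rest on the single abundant circRNA114. Without it the exact binomial p was 0.00286 at the depth implied by SRPBM, but 0.641 with the valid reads as the depth and 0.836 with equal depth, so the answer hangs on a depth that was not settled. The higher frequency could also rest on the depth to which the authors normalized, which stays open because the depth divides the ratio by construction: with depth from the counts outside the A06 window the ratio was 0.652, and 0.405 without circRNA114. The totals implied by SRPBM put Ant below Mix, and the counts outside the window put Ant at 2.53 times Mix.

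The gene of circRNA114, BraA09g058100.3C, had FPKM 15.3 in Ant over its reference transcript and isoforms and was listed at 0 in Mix, while the reference transcript alone had FPKM 0.069 in Ant.

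The study's calls of mRNAs and lncRNAs also required a p-value, and it called circRNAs with edgeR rather than a Fisher test. The numbers compared next therefore differ in method. The number of mRNA transcripts lower in Ant was 1888. That is lower than the value quoted from the study above. It was 3481 and 3631 with pseudocounts of 0.1 and 0.01 and 3429 without the A06 window, which are all nearer to that value. The number higher in Ant, 4229, was within 1.5 times the quoted one. It was 6397 and 6624 with those pseudocounts and 3240 without the A06 window, which are all farther from the quoted one. The unannotated transcripts used here in place of lncRNAs numbered 15559. That is higher than the number of lncRNAs quoted from the study above, and the sets differ in how they were chosen. Of the unannotated transcripts, 9235 were higher and 1586 lower in Ant. Both are higher than the values quoted for lncRNAs from the study above. The circRNAs detected numbered 65 in Ant. That is lower than the value quoted from the study above. In Mix they numbered 106. That is higher than the value quoted from the study above. The circRNAs with an unadjusted p of at most 0.05 and an absolute log2 ratio above 1 numbered 19, with 18 higher and 1 lower in Ant. These are lower than the values quoted from the study above, for the total and for each direction. The circRNAs with reads in 1 library only numbered 165, with 62 in Ant and 103 in Mix. These equal the numbers of differentially expressed circRNAs quoted above, in the same directions.

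The 65 circRNAs of Ant and 106 of Mix are the pair of numbers quoted above with the libraries exchanged. Exchanged names of the junction-read columns are unlikely to be the cause. For 32 circRNAs of 1 library, the host had FPKM of at least 1 in 1 library alone. That library was Ant for 18 of 19 circRNAs of Ant and for 6 of 13 of Mix (two-sided Fisher exact p = 0.00322), where exchanged names would give the lower share to Ant. An exchange in the text of the study stays open and was not tested.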
